A study of Homo sapiens with 36 samples.

How the data were processed

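RNA was measured by sequencing in 36 libraries from 4 human non-small cell lung cancer cell lines, each under 3 treatments with 3 libraries per group, which makes 12 groups. Per the labels, H3255 carries EGFR with the L858R change, H1975 carries L858R with T790M, H820 carries an exon 19 deletion with T790M, and A549 has wild-type EGFR. The treatments lasted 24 h and were MinE07, an RNA aptamer (a folded nucleic acid that binds a protein) against EGFR, C36, a control aptamer given in an extended form, and vehicle, which was DPBS with magnesium. Per the series record, aptamers were given at 3 µM to cells seeded at about 10000 per well. Per the labels, treatment medium held 1% serum and was DMEM for A549 and RPMI for the other lines, so medium cannot be separated from A549. The series record speaks of biologically independent experiments. Neither source says that libraries with the same replicate number were made together. H1975 also differs from H3255 in lineage, so each line stands for a genotype and a background at once.

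Per the labels, libraries came from poly-A RNA with a stranded kit and were read on a NovaSeq instrument as pairs of 100 bases. The authors deposited 1 file per library with FPKM (fragments mapped to a gene, scaled by its length and by the library's mapped fragments) per gene. The file names give that unit, and the values were checked against it. They are not whole numbers, and their sums run from 362928 to 449811 per library. The aligner, quantifier, annotation and genome build are not given in the sources used here. For that reason no coordinates are given, and a gene is identified by the name in the files, without the prefix that marks it as a gene or a transcript entry.

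Each file has 68271 entries. The 1874 entries without a gene name were left out, as were 31 entries that share 15 repeated names; each of these sets held under 1% of the summed FPKM in every library. This left 66366 genes. For 4334 names the files list further copies, marked by a number after the name (7486 entries in all). These were kept as separate genes, and leaving them out was tried as an alternative.

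The files hold no read counts, so the number of reads behind a value is not given. Relative depth was computed from the most common ratio between a library and A549 C36 replicate 1, among genes between 0.001 and 0.05 FPKM in both. That ratio was taken as the ratio of what 1 fragment is worth, which scales with the inverse of the mapped fragments. In the libraries other than the reference, 14.8% to 19.6% of these low genes lay at it. Libraries compared through a common partner gave ratios that closed to within 0.0021 log2. Relative depth ran from 0.590 to 1.385 of the median, a 2.35-fold range. No absolute depth, counting interval or limit for a value of 0 was computed. A value of 0 is therefore described as listed at 0. Some abundant genes were listed at 0 in single libraries, so a 0 is not always a low count.

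Values were analysed as log2(FPKM + 0.5). Genes with a mean FPKM of at least 1 over the libraries of a fit were tested. For each cell line, the 9 libraries were fitted with 3 group means in limma 3.58.1 (R 4.3.3, statmod 1.5.0), with an intensity trend and robust moderation. MinE07 was compared with C36, MinE07 with vehicle, and C36 with vehicle. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, two-sided, over the genes tested in that line and comparison. Whether the change between MinE07 and C36 differed between lines was tested by interaction terms in 1 fit of all 36 libraries with 12 groups. The 4 terms were H3255 minus A549, H1975 minus A549, H820 minus A549, and the mean of the L858R lines minus the mean of the other lines. No authors' scaling was replaced in the reported values. Values were otherwise handled in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and drawn with matplotlib 3.10.9.

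There were 4 gene lists fixed before the data were examined. The EGFR-MAPK output list has 20 genes whose transcription follows EGFR and MAP kinase signalling, such as DUSP6, SPRY4, ETV5, EGR1, AREG and EREG. The interferon response list has 26 genes such as IFIT1, MX1, ISG15 and OAS1. The cell cycle list has 27 genes such as MKI67, CDK1, AURKB, RRM2 and MCM2. The p53 and apoptosis list has 15 genes such as BMF, BBC3, CDKN1A, GDF15 and MDM2. Each was tested with limma's camera at a preset correlation between genes of 0.01. Adjustment ran over 48 tests (4 lists, 3 comparisons, 4 lines) and over 16 tests for the interaction terms. The value given for a list is the median log2 change of its tested members. The tests were repeated with fry and with camera at an estimated correlation.

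The genes named were chosen by a rule fixed before the data were examined. It took EGFR, ERBB2 and ERBB3 in every line. It took up to 4 genes per line with the largest changes between MinE07 and C36 (up to 2 in each direction) among called genes whose libraries did not overlap and whose sign against vehicle was the same. It took up to 2 genes per line for C36 against vehicle, 1 in each direction, up to 2 per interaction term, and up to 2 called members per list and line. ALDH3B1, the mitochondrial genes, EGR1 in A549 and the copies of HLA-B were outside this rule and were named after their values were seen.

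Alternatives fixed before the data were examined were pseudocounts of 0.1 and 1, no filter on low values, rescaling by medians of ratios, the replicate number as a block, 1 fit for all lines, the other list tests, and leaving out each library (or each replicate number, for terms that span lines). Added after seeing the data were a correction for trends with GC content and length, leaving out genes listed at 0 in any library, leaving out further copies, and all alternatives for the list interaction terms, for the correlations of changes and for genes or comparisons named outside the rule. The correction fitted natural splines with 5 degrees of freedom in GC and length per library. It used the gene models of GENCODE 29, in which about 84% of the tested genes of a line have a value (83.6% to 84.7%). The effect of the alternatives is given in the closing section.

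Whether equal replicate numbers mark libraries made together was checked from the residuals of each pair of groups. Only for MinE07 and vehicle in H3255 were all 3 same-number pairs positive beyond 0.1, at 0.336 to 0.586 across genes. Their mean was 0.485 against -0.201 for other numbers. But replicates 2 and 3 also correlated across numbers, at 0.337 and 0.403, against 0.336 for the 2 libraries numbered 2. So replicate 1 of both groups stood apart, and a pairing of numbers 2 and 3 is not shown. For MinE07 against vehicle in H3255 the count of called genes was 5187 without and 5052 with the replicate number as a block. In the other 11 comparisons at least 1 same-number pair was not positive beyond 0.1, so the number is not used as a block in the reported values.

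The tests were checked on simulated data, made from the gene means and residual SD of each line, with 200 genes changed and the cell cycle list lowered by 0.3 log2 in the MinE07 libraries. At a log2 change of 0.25, 54.5% of the changed genes were called in H3255, 58.2% in H1975, 64.2% in H820 and 44.8% in A549. At 0.5 the shares were 92.5%, 96.9%, 90.5% and 87.5%. Of the calls, 4.08% to 5.59% were genes that had not been changed. Simulated errors were independent between genes, with 1 SD per gene for all groups. Deviations that the genes of a library share, and unequal spread between groups, are therefore not covered by these shares. For the interaction of H3255 and A549, 31.3% were called at 0.25 and 84.8% at 0.5. In the real data the median residual SD on the log2 scale was 0.0611 in H3255, 0.0616 in H1975, 0.0565 in H820 and 0.0703 in A549.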

Results

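Gene expression was measured by RNA sequencing in 4 non-small cell lung cancer cell lines, H3255 (EGFR L858R), H1975 (L858R with T790M), H820 (exon 19 deletion with T790M) and A549 (wild-type EGFR). Each line was treated for 24 h with the anti-EGFR aptamer MinE07, the control aptamer C36 or vehicle, with 3 libraries per group and 36 in all. The files give FPKM per gene and no counts, and only relative depth was computed. It ran from 0.590 to 1.150 of the median library in H3255, 0.801 to 1.319 in H1975, 0.837 to 1.256 in H820 and 0.846 to 1.385 in A549. Between 13236 and 14267 genes had over 1 FPKM in a library. The lowest summed FPKM, 362928, was in an H820 MinE07 library in which several abundant mitochondrial genes were listed at 0.

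MinE07 was compared with C36 in each line to ask which transcripts respond to the EGFR aptamer beyond what an aptamer that is not directed at EGFR does. In H3255, 4925 of 13429 tested genes were called at an adjusted p under 0.05 in limma, 2233 higher and 2692 lower with MinE07. In H1975, 2829 of 14183 were called, 1260 higher and 1569 lower. In H820, 5 of 13753 were called, 3 higher and 2 lower. In A549, none of 13425 were called, while 1455 (10.8%) had an unadjusted p under 0.05. A fit of all 36 libraries, which pools the spread over lines, called 230 genes in A549 and 19 in H820, and a block for the replicate number left 1 in H820. Leaving out single libraries of the 2 groups compared gave 3872 to 4510 called genes in H3255 and 1722 to 2213 in H1975, where the count was 1722 without C36 replicate 2 and 1846 without MinE07 replicate 3. In H820 the count was 2 without MinE07 replicate 1, 2 without MinE07 replicate 2 and 3 without C36 replicate 3. In A549 it was 3 without C36 replicate 1 and 0 or 1 without any other library.

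Most called changes were small. The median absolute log2 change of called genes was 0.22 in H3255 and 0.21 in H1975. In H3255, 13 called genes were higher by at least 1 on the log2 scale and 18 were lower by that much. In H1975, 2 were higher by at least 1 and 0 lower. The 3 MinE07 libraries did not overlap the 3 C36 libraries in 49.9% of tested genes in H3255 and 40.3% in H1975. In H820 the share was 17.1% and in A549 22.6%. Chance gives 10% for a single gene. All genes share the same libraries, so trends common to a library can move the share from 10% without a treatment effect. The change correlated with GC content at rho -0.375 in A549, 0.239 in H820, 0.103 in H3255 and 0.027 in H1975. A share above 10% therefore does not by itself show a response. Rescaling by medians of ratios lowered the share of called genes that were higher with MinE07 from 45.3% to 39.8% in H3255 and from 44.5% to 37.5% in H1975. It moved the median log2 change by less than 0.1 in every comparison.

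**Figure D1:**
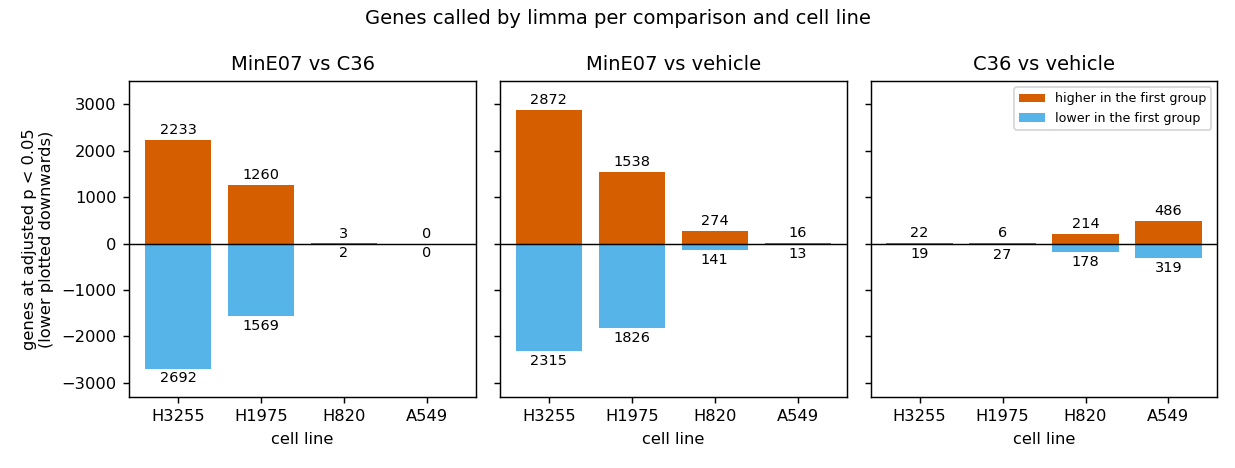
Number of genes called by limma at an adjusted p under 0.05 in each cell line for MinE07 against C36, MinE07 against vehicle and C36 against vehicle, with genes higher and lower in the first-named group drawn apart. For MinE07 against C36 the counts were 4925 in H3255, 2829 in H1975, 5 in H820 and 0 in A549.

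MinE07 was also compared with vehicle, the whole effect of giving the aptamer. In H3255, 5187 genes were called, 2872 higher and 2315 lower, and after rescaling by medians of ratios 2187 higher and 3376 lower, so the direction of the majority depended on the scaling. In H1975, 3364 were called, 1538 higher and 1826 lower, against 1306 and 2203 after rescaling. In H820, 415 were called, 274 higher and 141 lower, against 210 and 170 after rescaling. After correction for GC content and length, 551 were called and 49.4% of them were higher, so the majority was not kept there. The count of 415 fell to 151 without vehicle replicate 2, 162 without MinE07 replicate 3, 176 without MinE07 replicate 2 and 190 without vehicle replicate 1. In A549, 29 were called, 16 higher and 13 lower, against 26 and 28 after rescaling, which also turns the majority. This count was 368 without vehicle replicate 1 and 0 to 7 without any other library of the 2 groups. The C36 libraries enter through the spread. Without 1 of them the count in A549 was 4 to 14, and in H820 it was 263 without C36 replicate 1.

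C36 was compared with vehicle to measure the effect of the control aptamer, the background for the comparisons above. In H3255, 41 genes were called, 22 higher and 19 lower, against 33 and 117 after rescaling. Without any 1 library of the 2 groups the count was 4 to 11. It was 65, 9 and 21 without MinE07 replicates 1, 2 and 3, which enter through the spread. In H1975, 33 were called, 6 higher and 27 lower, against 18 and 64 after rescaling. That count was 214 without vehicle replicate 1, with 54.7% of these higher, so the direction of the majority turned. The count was 0 or 1 without any other library of the 2 groups, and 17, 25 and 3 without MinE07 replicates 1, 2 and 3. In H820, 392 were called, 214 higher and 178 lower (215 and 189 after rescaling), with 90 (without C36 replicate 1) to 254 (without vehicle replicate 3) when any 1 library of the 2 groups was left out, and 297 to 370 without a MinE07 library. In A549, 805 were called, 486 higher and 319 lower, against 407 and 465 after rescaling. It fell to 103 without C36 replicate 3 and was 1065 without vehicle replicate 1. Of the remaining libraries of the 2 groups, the count was 183 without C36 replicate 2, 251 without vehicle replicate 3, 342 without C36 replicate 1 and 468 without vehicle replicate 2. Without MinE07 replicates 1, 2 and 3 it was 524, 651 and 694.

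The EGFR-MAPK output list, 20 genes transcribed downstream of EGFR, asks whether receptor signalling fell. Its median log2 change between MinE07 and C36 was -0.59 in H3255 (camera adjusted p 1.78e-12), where 19 of 20 tested members were lower and 19 were called, with 19 also called when adjusted over the list alone. In H1975 the median was -0.33 (adjusted p 4.71e-16), all 19 tested members were lower and 17 were called, with 18 called when adjusted over the list alone. In H820 the median was -0.11 (adjusted p 4.75e-11), 16 of 17 members were lower and 1 was called, with 6 called when adjusted over the list alone. In A549 it was -0.10 (adjusted p 7.82e-10), 18 of 19 were lower and 0 were called, with 7 called when adjusted over the list alone. In each line the list mean of all 3 MinE07 libraries lay below that of all 3 C36 libraries. These 4 calls held under fry and under an estimated correlation, where the adjusted p ran from 0.00167 in H1975 to 0.0307 in H820.

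Against vehicle the EGFR-MAPK output list fell by 0.52 in H3255 (adjusted p 3.67e-12) and by 0.27 in H1975 (adjusted p 1.78e-12), and both calls held under fry and an estimated correlation. In H820 it fell by 0.10 (adjusted p 0.0170), a call that did not hold under fry (adjusted p 0.0629), under an estimated correlation (adjusted p 0.267) or without vehicle replicate 1 (-0.06, adjusted p 0.262). In A549 the median was 0.02 (adjusted p 0.450), and camera's direction was the opposite of the median's. With C36 against vehicle the list was higher in every line, by a median of 0.04 in H3255, 0.08 in H1975, 0.06 in H820 and 0.10 in A549. All 4 were called by camera and by fry, though camera's call in H3255 was lost without C36 replicate 3 (adjusted p 0.0527) or vehicle replicate 2 (0.0516). With an estimated correlation only the H1975 call held (adjusted p 0.0145).

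**Figure D2:**
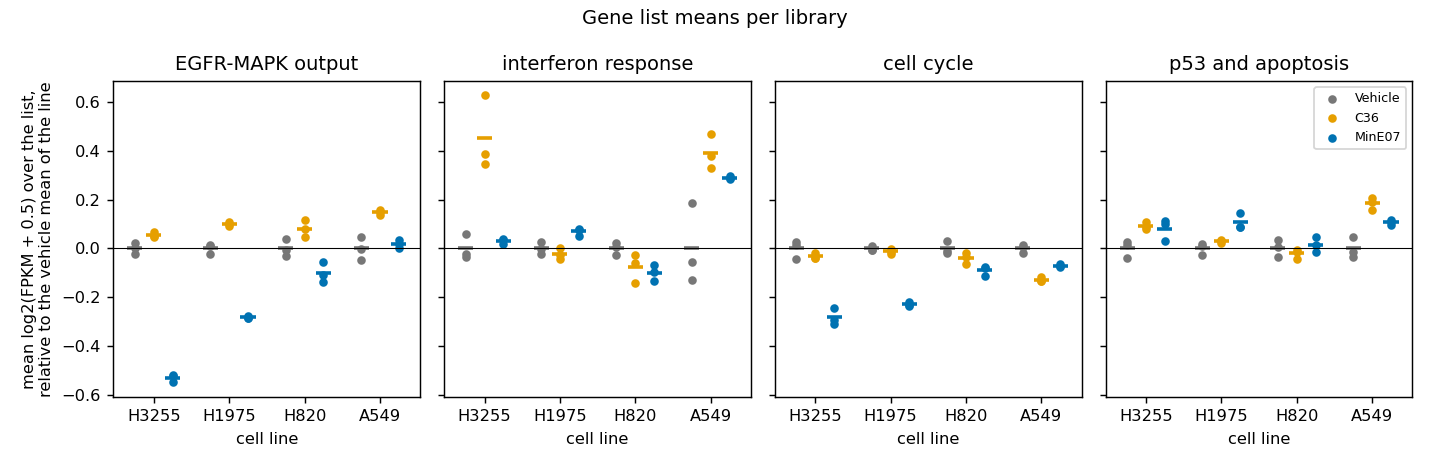
Mean log2 expression of each gene list in every library, relative to the mean of the vehicle libraries of the same line, by line and treatment. For the EGFR-MAPK output list the MinE07 libraries of H3255 and H1975 lie below every C36 and vehicle library of their line.

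The interferon response list was lower with MinE07 than with C36 in H3255, with a median of -0.33 over 10 tested members (adjusted p 0.000803), 9 lower and 9 called, and 9 called when adjusted over the list alone. Against vehicle its median there was 0.01 with MinE07 (adjusted p 0.972; camera's direction was the opposite) and 0.29 with C36 (adjusted p 5.47e-08). In H1975 the median between MinE07 and C36 was 0.07 (adjusted p 0.00673, 19 of 23 members higher, 2 called, 0 when adjusted over the list alone). In A549 it was -0.07 (adjusted p 0.000937, 21 of 26 lower, 0 called). In A549 the list was higher than with vehicle under both aptamers, by 0.27 with MinE07 (25 of 26 members higher, 1 called, 21 when adjusted over the list alone) and by 0.31 with C36 (26 of 26 higher, 18 called, 21 when adjusted over the list alone). In H820 the medians against vehicle were -0.12 with MinE07 (adjusted p 2.66e-05) and -0.07 with C36 (adjusted p 0.00239, and 0.0714 without C36 replicate 2). Between the aptamers the median there was -0.01 (adjusted p 0.141, and 0.00186 without C36 replicate 2). None of the interferon calls held under an estimated correlation, and under fry the calls of A549 between the aptamers and of C36 against vehicle in H820 were lost.

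The cell cycle list was lower with MinE07 than with C36 in H3255, by a median of -0.26 (adjusted p 5.24e-10, 26 of 27 members lower, 23 called, 24 when adjusted over the list alone), and in H1975, by -0.23 (adjusted p 4.71e-16, 27 of 27 lower, 23 called, 26 when adjusted over the list alone). It was -0.05 in H820 (adjusted p 1.57e-07, 0 called) and 0.08 in A549 (adjusted p 0.000375, 20 of 27 higher, 0 called). Against vehicle the medians with MinE07 were -0.33, -0.24, -0.09 and -0.07 in H3255, H1975, H820 and A549, all of them called, and with C36 they were -0.04, -0.01, -0.04 and -0.14, called in all lines but H1975. Under an estimated correlation the calls of H1975 for both MinE07 comparisons and of A549 for both aptamers against vehicle held. Under fry the calls of H820 between the aptamers, and of C36 against vehicle in H3255 and H820, did not hold.

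The p53 and apoptosis list had members moving both ways with MinE07 against C36 in H3255, with 8 of 15 lower and 12 called. Its median was -0.11 and its mean -0.01, while camera gave the opposite direction (adjusted p 0.972). The median was 0.03 in H1975 (adjusted p 0.133), 0.03 in H820 (adjusted p 0.122) and -0.07 in A549 (adjusted p 0.000937). Against vehicle with MinE07 it was -0.03 in H3255 (mean 0.08, adjusted p 0.672), 0.14 in H1975 (adjusted p 0.0624), 0.06 in H820 (adjusted p 0.672) and 0.11 in A549 (adjusted p 0.000974). With C36 it was 0.11 in H3255 (adjusted p 0.0147), 0.04 in H1975 (adjusted p 0.311) and 0.14 in A549 (adjusted p 1.00e-05). In H820 members were split, 7 higher and 7 lower. None of these calls held under an estimated correlation.

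EGFR itself was lower with MinE07 than with C36 in H3255, at 341 ± 5.14 against 423 ± 11.6 FPKM (SD, n = 3 libraries each), with 419 ± 3.34 in vehicle. The log2 change was -0.31 (limma adjusted p 3.29e-05). In H1975 EGFR was 23.8 ± 0.138 with MinE07, 25.7 ± 1.29 with C36 and 26.1 ± 1.60 with vehicle, a change of -0.11 that was not called (adjusted p 0.138) but was called after correction for GC content and length among the genes with known values of both (adjusted p 0.0206). In H820 it was 7.47 ± 0.292, 7.89 ± 0.268 and 7.54 ± 0.141, and in A549 18.5 ± 1.13, 18.7 ± 0.627 and 19.9 ± 0.428, with no call. ERBB2 was higher with MinE07 than with C36 in H3255 by 0.23 (adjusted p 0.000222) and by 0.12 in H1975 without a call (adjusted p 0.0559; 0.0366 in the fit of all 36 libraries). ERBB3 was higher in H3255 by 0.20 (adjusted p 0.000483) and in H1975 by 0.24 (adjusted p 0.00152). Neither was called between the aptamers in H820 or A549. ERBB3 in A549 was higher than with vehicle under both aptamers, by 0.34 with MinE07 (adjusted p 0.0440) and 0.37 with C36 (adjusted p 0.00615). The MinE07 call was lost with a block (adjusted p 0.109), without the filter (0.123) and without any 1 library of the 2 groups except vehicle replicate 1 (0.103 to 0.144).

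In H3255, KRT4 rose with MinE07 to 25.0 ± 0.879 FPKM from 7.58 ± 0.438 with C36, a log2 change of 1.66 (adjusted p 1.27e-08), with 10.1 ± 0.120 in vehicle. CXCL8 fell to 5.69 ± 0.563 from 23.6 ± 1.67, a change of -1.97 (adjusted p 2.69e-07), with 23.8 ± 1.80 in vehicle. RNA18SN3-2, a further copy of a ribosomal RNA gene, was higher by 1.68 and SNORA12 was lower by a fitted -2.65, with SNORA12 listed at 0 in all 3 MinE07 libraries and in 2 of 3 vehicle libraries. Both of these calls were lost with the replicate number as a block and on leaving out most single libraries of the 2 groups. Among list members, AREG changed by -1.37, EREG by -1.31, RRM2 by -0.50, UBE2C by -0.49, BMF by 0.92 and GDF15 by -0.88, with adjusted p from 2.69e-07 to 1.60e-05. Each of these 6 differed from vehicle in the same direction. ISG15 changed by -1.17 (adjusted p 0.000543) and OAS1 by -0.79 (adjusted p 0.00214). ISG15 was 7.71 ± 0.443 with MinE07, 18.2 ± 3.95 with C36 and 7.30 ± 0.667 with vehicle, and OAS1 was 0.812 ± 0.123, 1.78 ± 0.403 and 0.937 ± 0.213.

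In H1975, CCN5 rose to 24.2 ± 0.680 FPKM with MinE07 from 10.1 ± 0.290 with C36, a log2 change of 1.22 (adjusted p 1.01e-06), with 9.82 ± 0.504 in vehicle. SELENOP rose to 2.09 ± 0.143 from 0.613 ± 0.0140, a change of 1.22 (adjusted p 1.66e-05), with 1.07 ± 0.0829 in vehicle. PTX3 fell by 0.96 on the log2 scale (adjusted p 0.000128) and RPS27P2, a ribosomal protein pseudogene, by 0.88 (adjusted p 0.0126). SPRY4 changed by -0.67 and EGR1 by -0.61, AURKB by -0.32 and CDC20 by -0.30, and BMF by 0.47, with adjusted p from 0.000111 to 0.00191. With MinE07 against vehicle the changes were -0.38, -0.21, -0.28, -0.32 and 0.55 in the same order. C36 against vehicle gave 0.29 for SPRY4 (limma adjusted p 0.0649) and 0.40 for EGR1. A part of the SPRY4 and EGR1 changes is thus a higher value with C36 than with vehicle. BBC3 changed by 0.28 (adjusted p 0.0171), IFI27 by 0.43 (adjusted p 0.0486) and OAS1 by 0.25 (adjusted p 0.0264). For MinE07 against vehicle BBC3 was called (limma adjusted p 0.00557). IFI27 (0.150), OAS1 (0.0713) and RPS27P2 (0.168) were not called in that comparison. The IFI27 entry was at 31.2 FPKM with MinE07 and 23.0 with C36. A further copy of IFI27, kept as a separate gene, reached up to 299.1 FPKM over the 36 libraries of all lines. That copy is not part of this change. The call of BBC3 was lost without MinE07 replicate 1 (adjusted p 0.0604) and without C36 replicate 3 (0.0607), that of OAS1 without any library of the 2 groups but MinE07 replicate 1 (0.0543 to 0.0797), and that of IFI27 without any library of the 2 groups (0.0742 to 0.130).

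**Figure D3:**
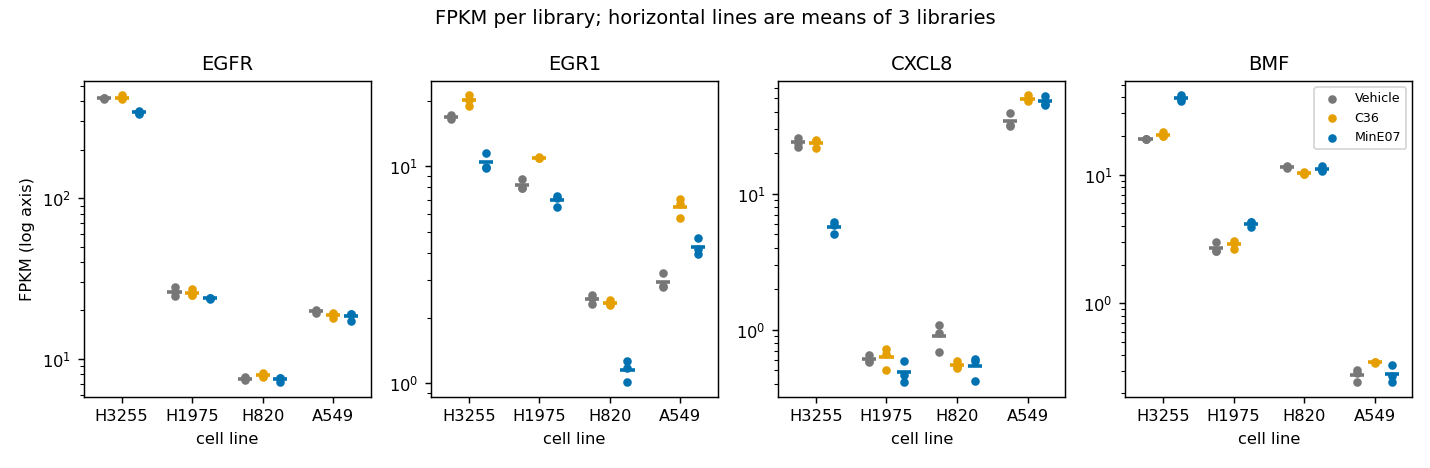
FPKM of EGFR, EGR1, CXCL8 and BMF in each library (points, log axis) by line and treatment, with group means drawn as bars across the points. EGFR in H3255 had a mean of 341 FPKM with MinE07, 423 with C36 and 419 with vehicle, and BMF in H3255 rose from 20.4 with C36 to 39.2 with MinE07.

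In H820, EGR1 was 1.15 ± 0.134 FPKM with MinE07, 2.34 ± 0.0646 with C36 and 2.45 ± 0.118 with vehicle, a log2 change of -0.78 between the aptamers (adjusted p 0.00165). TRNV, a mitochondrial tRNA gene, was listed at 0 in all 3 MinE07 libraries and lay between 369 and 964 FPKM in the 6 other libraries of this line, and its call was lost with a block (adjusted p 0.0859) and in the fit of all libraries (0.480). COX1, ND4, ND4L and RNR2 were also listed at 0 in 2 of these MinE07 libraries, and whether such zeros are failed estimates is taken up in the closing section. NPIPA5 was higher by 0.57 and FAAP100 by 0.27 with MinE07 than with C36 (adjusted p 0.0356 for both). FAAP100 was lower with C36 than with vehicle (-0.23, adjusted p 0.00913, and 0.0663 without the filter), while MinE07 against vehicle gave 0.041 (adjusted p 0.567). Both calls were lost without any 1 library of the 2 groups (adjusted p 0.0666 to 0.181). ALDH3B1, the remaining called gene, was named after its values were seen. It was 24.2 ± 0.474 with MinE07 against 20.1 ± 0.398 with C36 (adjusted p 0.0201). Its call was lost with a block (adjusted p 0.115), without the filter (0.0762) and without any 1 library of the 2 groups except C36 replicate 2 (0.0590 to 0.109). In A549, EGR1 was also singled out after its values were seen. It was 4.26 ± 0.377 with MinE07, 6.51 ± 0.648 with C36 and 2.93 ± 0.238 with vehicle, a change of 1.03 for C36 against vehicle (adjusted p 0.00204) and of -0.56 between the aptamers without a call (adjusted p 0.167, and 2.33e-05 in the fit of all 36 libraries).

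For C36 against vehicle, ISG15 in H3255 was higher by 1.25 (adjusted p 0.0370) and SMIM1 changed by -0.44 (adjusted p 0.0461). Without 1 library, the ISG15 call was lost for 4 of the 6 libraries and the SMIM1 call for all 6. In H1975, EGR1 was higher by 0.40 and SELENOP changed by -0.49 (adjusted p 0.0320 for both), and neither was called with a block or without any 1 library of the 2 groups except vehicle replicate 1. In H820, MTCO1P40, a mitochondrial pseudogene, was higher by 0.68 (adjusted p 0.00871) and LOC124902178 changed by -1.01 (adjusted p 0.000889). In A549, IFNL1-2, a copy of an interferon lambda gene, was higher with C36, at 26.8 ± 4.97, than with vehicle, at 9.03 ± 0.298 (adjusted p 0.00204), with 16.8 ± 0.222 for MinE07. FSBP changed by -0.56 (adjusted p 0.0229) and lost its call without C36 replicates 1, 2 or 3 or vehicle replicate 2 (adjusted p 0.0504 to 0.0846).

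Whether the response to MinE07 differed between lines was tested by interaction terms, since a call in 1 line and none in another does not show a difference. Of 14572 genes, 3676 had a different change between MinE07 and C36 in H3255 than in A549, 1643 more positive and 2033 more negative. For H1975 minus A549 the count was 1841, 838 more positive and 1003 more negative. For H820 minus A549 it was 47, 16 more positive and 31 more negative. For the L858R lines against the others it was 3566, 1476 more positive and 2090 more negative. Without replicate 3 of every group the counts were 1840, 555, 6 and 1920, and without replicate 2 they were 2220, 576, 1 and 1826. Without replicate 1 they were 2940, 1341, 23 and 2868.

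The EGFR-MAPK output list differed from A549 by a median of -0.43 in H3255 (adjusted p 7.97e-14) and -0.20 in H1975 (adjusted p 4.29e-10). The L858R lines differed from the others by -0.31 (adjusted p 2.25e-15). In H820 the list did not differ detectably from A549 (median under 0.01, adjusted p 0.180), and only a pseudocount of 0.1 gave a call. The cell cycle list differed by -0.34 in H3255, -0.28 in H1975 and -0.13 in H820 (adjusted p 5.15e-15, 3.82e-23 and 1.69e-10). The cell cycle list also differed between the L858R lines and the others (-0.24, adjusted p 2.11e-19). These 7 calls held under fry and an estimated correlation. The interferon response list, here with all 26 members against the 10 tested in H3255 alone, differed by -0.36 in H3255 (adjusted p 3.19e-08), by 0.20 in H1975 (adjusted p 0.000153) and by -0.13 between the L858R lines and the others (adjusted p 0.00352), and in H820 the difference of 0.07 was not called (adjusted p 0.109, and 0.00215 without replicate 1). The p53 and apoptosis list differed by 0.14 in H1975 (adjusted p 0.00317) and by 0.13 in H820 (adjusted p 0.00138). It was not called in H3255, where median and mean had opposite signs (-0.05 and 0.06, adjusted p 0.567), or for the L858R lines (-0.02 and 0.05, adjusted p 0.453). These 5 interferon and p53 calls held under fry, and none held under an estimated correlation.

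Changes between MinE07 and C36 were compared between lines across genes, which are not independent replicates. Spearman's rho was 0.47 for H3255 and H1975 over 12173 genes, with a jackknife error of 0.0422, and 0.39 without replicate 2. It was 0.25 for H3255 and H820, and 0.22 for H1975 and H820, which fell to 0.10 without replicate 1. Pairs with A549 gave 0.02 for H3255, 0.06 for H1975 and -0.003 for H820. These are 6 pairs in all. Of the genes tested in both L858R lines, 1476 were called in both, against 885 if calls fell independently, and 91.1% of them had the same sign. Of 4425 genes called in H3255, 79.5% had the same sign in H1975, with a slope of 0.29. In H820, genes called in H3255 and H1975 kept their sign in 66.9% and 67.2% for MinE07 against C36. For MinE07 against vehicle in H820 the shares were 54.8% and 50.9%. In A549 they were 50.3% and 54.6% against C36, and 56.6% and 61.4% against vehicle. Whether H820 or A549 was nearer to the L858R lines by this measure thus depended on the control.

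**Figure D4:**
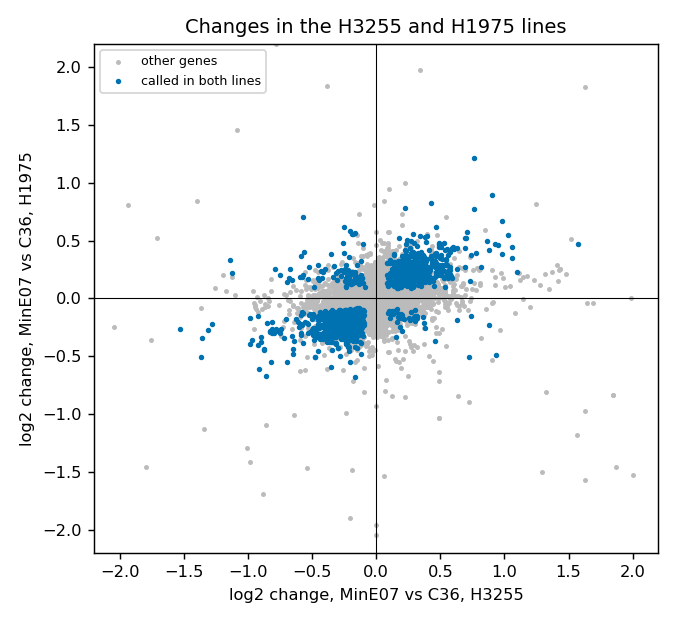
Log2 change between MinE07 and C36 in H1975 against that in H3255, 1 point per gene tested in both lines. Of these, 12134 genes lie inside the axes and 39 outside, and Spearman's rho over all 12173 is 0.47.

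The changes of MinE07 and C36 against vehicle share the vehicle libraries, which alone gives a positive correlation. With equal spread in all groups and independent genes, the median rho of 100 simulations without any effect was 0.456 to 0.457 by line. Spread was not equal, with a median SD on the log2 scale of 0.0735 for vehicle, 0.0591 for MinE07 and 0.0487 for C36 in A549. In 1000 draws without effect, each library's own deviations from its group were given random weights. The middle 90% of these draws ran from 0.051 to 0.84 in H3255, 0.039 to 0.90 in H1975, 0.033 to 0.84 in H820 and 0.088 to 0.89 in A549. The measured rho was 0.31 in H3255, 0.36 in H1975, 0.63 in H820 and 0.66 in A549, inside these ranges in every line. In H820, 203 genes were called against vehicle for both aptamers, all with the same sign. In A549, 26 of the 29 genes called for MinE07 were also called for C36, all 26 with the same sign. In H3255 it was 27, 16 of them with the same sign, and in H1975 22, 19 with the same sign. As many top genes taken from the simulations with equal spread and independent genes gave medians of 61.5 in H820, 12 in A549, 33.5 in H3255 and 23 in H1975. The overlap was not drawn with unequal spread. No pairing of libraries was built into the simulations and draws, though MinE07 and vehicle libraries with equal numbers deviated alike in H3255. The values without effect for H3255 are therefore less certain.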

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

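The counts of other splits of the samples were planned, while the tests of technical explanations in this part were chosen after the result was seen, and the reading of the HLA-B test was refined after its value was seen.

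Cell lines differed in their response. The change between MinE07 and C36 differed from that in A549 for 3676 genes in H3255, 1841 in H1975 and 47 in H820, and it differed for 3566 genes between the L858R lines and the others, each by an interaction term in limma. Group labels of MinE07 and C36 were shuffled within lines in 100 relabellings per term, the real one included. Only 1 of the 100, the real one, gave as many genes for each of the 4 terms, so chance can be excluded at the level that 100 draws allow. The highest of the others was 3603 for H3255, 1669 for H1975, 22 for H820 and 3282 for the L858R lines. For H3255, H1975 and the L858R lines the high values came from draws that left a responding line's labels in place or swapped them whole. With the labels of the named line shuffled, the highest was 13 over 92 draws for H3255, 21 over 93 for H1975 and 22 over 91 for H820. For H820 that equals the highest of all other draws, so there it does not depend on labels left in place. With both L858R lines shuffled it was 1 over 80 draws. Leaving out replicate 2 or 3 of all groups lowered the count for H820 to 1 and 6, and without replicate 1 it was 23. This term counts differences between the lines, which can come from a change within either line.

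The larger counts in H3255 and H1975 were set against 6 technical explanations, and the tables argue against each as the whole cause. Replicates in H820 varied less, with a median residual SD of 0.0565 against 0.0611 and 0.0616 in the L858R lines. The A549 libraries varied more, but among genes over 10 FPKM only 36 changed by over 0.3 log2 in A549 whatever the test said, against 552 in H3255 and 198 in H1975. Relative depth in H820 and A549 was 0.941 times that of the L858R lines. The smaller of the L858R counts was 500.2 times the larger of the other counts after rescaling by medians of ratios (3001 and 6), 803.8 times after correction for GC content and length (3215 and 4), and 453.8 times without further copies of genes (2723 and 6). In the fit of all 36 libraries, which gives A549 the spread of all lines, the gap was narrower but stayed, with 3260 genes in H1975 against 230 in A549 and 19 in H820. A technical cause that these tests do not cover stays possible.

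What sets H3255 and H1975 apart biologically stays open. Exactly 2 lines carry L858R and they differ from the others in lineage and in other mutations, so L858R may be the cause but cannot be told apart from anything else those 2 lines share. The level of EGFR transcript is another candidate explanation. With vehicle EGFR was 418.8 FPKM in H3255 and 7.54 in H820, but H1975 had only 1.31 times the EGFR of A549 and a far larger response. This ratio is above 1 and transcript level is not protein on the surface, so it does not exclude a dose effect. Medium separates A549 from the rest but does not separate H820 from the L858R lines, and its effect was not tested.

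The lists moved differently between lines, each by an interaction term. The EGFR-MAPK output list differed from A549 by -0.43 in H3255 and -0.20 in H1975, and by -0.31 between the L858R lines and the others. The cell cycle list differed by -0.34 in H3255, -0.28 in H1975, -0.13 in H820 and -0.24 between the L858R lines and the others. These 7 held under fry, an estimated correlation, rescaling, both pseudocounts, no filter, the replicate block and leaving out each replicate number. In A549 the cell cycle list was itself higher with MinE07 than with C36 (0.08), because C36 lowered it more against vehicle (-0.14) than MinE07 did (-0.07). The H820 difference of -0.13 therefore rests in part on what C36 did in A549, while H820 alone gave -0.05.

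The interferon response list differed from A549 by -0.36 in H3255 and by 0.20 in H1975, and by -0.13 between the L858R lines and the others, over 26 members. Exactly 10 of these were tested in H3255 alone, and the values within H3255 are medians over those 10. None of the 3 held with an estimated correlation between genes. In H3255 the list was 0.29 higher with C36 than with vehicle, and 0.01 with MinE07 against vehicle (adjusted p 0.972), which fits the explanation that C36 raised the list rather than that MinE07 lowered it. So this difference may reflect a response to the control aptamer in H3255. The same reading fits the EGFR-MAPK output list in A549, where C36 against vehicle gave 0.096 and MinE07 against vehicle 0.02 (adjusted p 0.450). In H820 the list was 0.058 higher with C36 than with vehicle but also -0.10 with MinE07 (adjusted p 0.0170, lost under fry at 0.0629, under an estimated correlation at 0.267 and without vehicle replicate 1 at 0.262). There a fall with MinE07 and a rise with C36 cannot be told apart from the values at hand. Why C36 would raise either list was not tested.

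The p53 and apoptosis list differed from A549 by 0.14 in H1975 and 0.13 in H820. Neither held with an estimated correlation (adjusted p 0.0687 and 0.0514). In A549 the list had a median of -0.07 between the aptamers, and in H1975 and H820 it had 0.03, while the means were -0.08 in A549, 0.08 in H1975 and 0.04 in H820, so A549 and the other line both contributed. In A549 C36 against vehicle gave 0.14. A part of both differences could come from C36 there, and no technical explanation was tested for this list.

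Several single genes with the largest differences were short RNAs or lowly expressed. SNORD21 (5.87) and SNORA18 (4.31) differed between H3255 and A549, and RNA18SN3-2 (1.06) between the L858R lines and the others. SNORD21 was listed at 0 in 32 of the 36 libraries and SNORA18 in all 3 C36 libraries of H3255. Among the 190 short RNA genes tested in H3255 the median residual SD was 29.2 times that of all genes. This is what an unstable FPKM of very short genes would give, so the differences of SNORD21 and SNORA18 are likely technical. RNA18SN3-2, a ribosomal RNA copy at up to 6.26 FPKM, is not a short gene, and no explanation was tested for it. Each of the 3 calls was lost under other settings. Without replicate 1 the adjusted p was 0.203 for SNORD21 and 0.249 for SNORA18, and without replicate 3 it was 0.420 for RNA18SN3-2. Genotype was not excluded as a further cause.

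HLA-B-2, a copy of HLA-B, differed by 1.13 between H1975 and A549. Over the sum of all 6 HLA-B entries the difference was 0.30, between what shared reads alone and a real change of the gene would give, so reads moving between copies may explain a part of it and cannot be told apart from a change of the gene. The copy lay between 105 and 109 FPKM with C36 and between 107 and 114 with MinE07 in H1975, so nearly all of the difference is a fall within A549, from 2.76 to 7.68 FPKM with C36 to 1.64 to 2.33 with MinE07, and the call was lost without replicate 1 (adjusted p 0.114) or 3 (0.287).

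IFNL3 (0.68) and its copy IFNL3-2 (0.66) differed between H820 and A549. Both were under 0.1 FPKM in every library of the other 3 lines, so the difference is that within A549, where IFNL3 was 14.1 to 16.6 FPKM with C36, 8.54 to 9.81 with MinE07 and 4.57 to 6.88 with vehicle. It is a rise with both aptamers, larger with C36, and says nothing about H820. The IFNL3 call was lost with a pseudocount of 0.1 (adjusted p 0.0955) and without replicate 2 (0.230), and the IFNL3-2 call with a pseudocount of 0.1 (0.0890), without replicate 2 (0.257) and without replicate 3 (0.144). Both entries have near equal values, as reads shared between copies would give. No further explanation was tested.

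SELENOP (1.24, H1975 minus A549) and CXCL8 (-1.04, L858R lines minus the others) kept their calls under every alternative run. SELENOP was under 0.35 FPKM in every A549 library, so the value is in effect the change within H1975, from 0.613 with C36 to 2.09 with MinE07. CXCL8 was 23.6 FPKM with C36 in H3255 and under 1 FPKM in every H1975 library and most H820 libraries, so its difference is carried by H3255. In A549 it was 45.1 to 52.7 FPKM under both aptamers. No technical explanation was tested for these 2 genes alone, and genotype and lineage stay open.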

How the results depend on the processing

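The correction for GC content and length, the removal of genes listed at 0 and of further copies, every test of the list differences between lines, and every alternative for the correlations of changes and for genes or comparisons named outside the rule, were added after seeing the data, and the other alternatives were fixed before the data were examined. The cause of a change was not tested unless it is named.

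Of the counts of called genes, 76 values under alternatives that keep all libraries lay within 1.5 times the reported count, and 32 did not. The counts for MinE07 against C36 and against vehicle in H3255 stayed within 1.5 times under all of them and on leaving out each library of the 2 groups (3872 to 4510 and 4177 to 4691). No list that was called under its reported setting changed direction, and no named gene did. Of the list values under these alternatives, 597 kept their direction and their side of the threshold, 35 were no longer past it, 7 newly passed it and 1 reversed. Of the values for named genes, 420 kept theirs, 35 were no longer past the threshold and 2 newly passed it. For genes or comparisons named outside the rule, 48 values kept theirs, 5 were no longer past it and 1 newly passed it. On leaving out libraries, 72 values for named genes were no longer past it and 239 kept their side, and outside the rule 10 and 26 did. Copies left out moved no count by over 1.5 times.

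Without the filter on low values, where more genes share the adjustment, MinE07 against C36 gave 1740 called genes in H1975 and 3 in A549. MinE07 against vehicle gave 2073 in H1975, 125 in H820 and 4 in A549. C36 against vehicle gave 6 in H3255, 1 in H1975, 82 in H820 and 158 in A549. H820 differed from A549 in 84 genes. The p53 and apoptosis list between the aptamers in H820 was newly called (0.034, adjusted p 0.0426).

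With the replicate number as a block, which costs degrees of freedom where the numbers do not pair the libraries, MinE07 against C36 gave 1 gene in H820. MinE07 against vehicle gave 186 in H820 and 0 in A549, and C36 against vehicle gave 17 in H3255, 0 in H1975, 157 in H820 and 288 in A549. The block left 29 genes that differed between H820 and A549, and it called the p53 and apoptosis list for MinE07 against vehicle in H1975 (0.14, adjusted p 0.0458).

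In 1 fit of all 36 libraries, which has more degrees of freedom, MinE07 against C36 gave 19 genes in H820 and 230 in A549. MinE07 against vehicle gave 659 in A549, and C36 against vehicle gave 369 in H3255, 270 in H1975 and 2260 in A549. The p53 and apoptosis list for MinE07 against vehicle in H1975 was called there (0.079 over the genes of that fit, adjusted p 0.0368).

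Under a pseudocount of 0.1, MinE07 against vehicle in A549 gave 47 genes. The difference of the EGFR-MAPK output list between H820 and A549 reversed its sign from a median near 0 to -0.0087 and was called (adjusted p 0.0252). Under a pseudocount of 1, H820 differed from A549 in 89 genes, and the interferon response list no longer differed between the L858R lines and the others (-0.062, adjusted p 0.0658). Rescaling by medians of ratios gave 54 genes for MinE07 against vehicle in A549, and 150 in H3255 and 82 in H1975 for C36 against vehicle.

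After correction for GC content and length, over the genes with known values of both, MinE07 against vehicle gave 186 genes in A549, and C36 against vehicle gave 210 in H3255, 166 in H1975 and 1302 in A549. The same genes without correction gave 59, 101, 98 and 829, so the choice of genes made a part of the rise. The correlation of the changes of both aptamers against vehicle was 0.30 in H1975 and 0.67 in H820. With genes listed at 0 left out, MinE07 against vehicle gave 58 genes in A549 and C36 against vehicle 63 in H3255.

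Under fry, calls were lost for the EGFR-MAPK output list with MinE07 against vehicle in H820 (-0.10), the interferon response list between the aptamers in A549 (-0.070) and with C36 against vehicle in H820 (-0.073), and the cell cycle list between the aptamers in H820 (-0.053) and with C36 against vehicle in H3255 (-0.038) and H820 (-0.040), with adjusted p from 0.0629 to 0.364. Newly called were the interferon response list with MinE07 against vehicle in H1975 (0.062), and the p53 and apoptosis list between the aptamers in H1975 (0.032) and with MinE07 against vehicle in H3255 (median -0.032, though fry's direction and the mean of 0.080 were up) and H1975 (0.14), with adjusted p from 0.00757 to 0.0434.

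With camera's correlation estimated from the data, 28 calls were lost, with adjusted p from 0.0514 to 0.417. For the EGFR-MAPK output list these were MinE07 against vehicle in H820 (-0.10) and C36 against vehicle in H3255 (0.037), H820 (0.058) and A549 (0.096). For the interferon response list they were MinE07 against C36 in H3255 (-0.33), H1975 (0.067) and A549 (-0.070), MinE07 against vehicle in H820 (-0.12) and A549 (0.27), and C36 against vehicle in H3255 (0.29), H820 (-0.073) and A549 (0.31). For the cell cycle list they were MinE07 against C36 in H3255 (-0.26), H820 (-0.053) and A549 (0.081), MinE07 against vehicle in H3255 (-0.33) and H820 (-0.093), and C36 against vehicle in H3255 (-0.038) and H820 (-0.040). For the p53 and apoptosis list they were MinE07 against C36 in A549 (-0.069), MinE07 against vehicle in A549 (0.11), and C36 against vehicle in H3255 (0.11) and A549 (0.14). Of the differences from A549, the interferon response list in H3255 (-0.36) and H1975 (0.20) and the p53 and apoptosis list in H1975 (0.14) and H820 (0.13) were lost, as was the interferon difference between the L858R lines and the others (-0.13).

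Leaving out 1 library of the 2 groups compared leaves an arm with 2 libraries and fewer degrees of freedom. For MinE07 against C36 the counts ran from 1722 (without C36 replicate 2) to 2213 in H1975, 2 to 6 in H820 and 0 to 3 in A549. For MinE07 against vehicle they ran from 151 (without vehicle replicate 2) to 328 in H820 and from 0 (without MinE07 replicate 2) to 368 (without vehicle replicate 1) in A549. For C36 against vehicle they ran from 4 to 11 in H3255, 0 to 214 (without vehicle replicate 1) in H1975, 90 to 254 in H820 and 103 to 1065 in A549. Each of these groups of libraries thus holds at least 1 whose removal raises or lowers a count by over 1.5 times.

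The lists whose call changed without 1 library were the EGFR-MAPK output list with MinE07 against vehicle in H820 (-0.13 to -0.060) and with C36 against vehicle in H3255 (0.030 to 0.057), the interferon response list in H820 between the aptamers (-0.049 to -0.00055) and with C36 against vehicle (-0.11 to -0.041), and the p53 and apoptosis list between the aptamers in H820 (0.022 to 0.047) and with MinE07 against vehicle in H1975 (0.075 to 0.17). The libraries that decided these calls were vehicle replicate 1 in H820 and C36 replicate 3 and vehicle replicate 2 in H3255 for the EGFR-MAPK output list, C36 replicate 2 in H820 for the interferon response list, and MinE07 replicate 2 in H820 and MinE07 and vehicle replicates 3 in H1975 for the p53 and apoptosis list.

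Without 1 replicate number in every group, the genes that differed from A549 numbered 1840 to 2940 in H3255, 555 to 1341 in H1975 and 1 to 23 in H820, and 1826 to 2868 differed between the L858R lines and the others. The interferon difference between H820 and A549 ran from -0.0038 to 0.14. The correlation of changes between MinE07 and C36 ran from 0.39 to 0.46 for H3255 and H1975, 0.19 to 0.24 for H3255 and H820, and 0.095 to 0.24 for H1975 and H820. That of both aptamers against vehicle ran from 0.35 to 0.42 in H1975, 0.58 to 0.63 in H820 and 0.59 to 0.69 in A549.

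Depth was computed only relative to the median library, from 0.590 to 1.385, and no limit was set for genes listed at 0.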

Other observations

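In this part the splits of the samples, the FOXO and glycolysis lists and the effect common to both aptamers were set before their values were seen, while the tests of mitochondrial genes and of GC content, and the view of the vehicle libraries, were chosen after the result was seen.

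For each comparison of 3 libraries with 3, the 10 possible splits were counted, which cannot give a share under 0.1, so chance cannot be excluded by this count alone. Only the real split, 1 of 10, gave as many called genes in 11 of the comparisons. For MinE07 against C36 the real counts of 4925, 2829 and 5 in H3255, H1975 and H820 stood against highest other counts of 2, 2 and 3. In A549 all 10 splits gave 0. For MinE07 against vehicle the real counts 5187, 3364, 415 and 29 (H3255, H1975, H820, A549) stood against 3, 4, 2 and 1. In H3255 equal numbers may pair these libraries, and 4 splits part all pairs of equal number. Of these only the real one was as large, with 1 gene in the highest of the others. For C36 against vehicle the real counts 41, 33, 392 and 805 stood against 7, 14, 3 and 1.

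Some of the most abundant genes were listed at 0 in single libraries. COX1 was listed at 0 in H3255 C36 replicate 2 and MinE07 replicates 2 and 3, in H820 MinE07 replicates 1 and 2, and in A549 vehicle replicates 1 and 3. Its median elsewhere was 10643 FPKM in H3255. In both H820 libraries ND4, ND4L and RNR2 were also at 0. COX3, ATP6 and ATP8 were at 0 in H1975 C36 replicate 1 and in all 9 H820 libraries. Over the mitochondrial genes never listed at 0 in the line, the share of FPKM in the affected H1975 library was 11.76%. This was just below the 11.77% to 13.43% of the others. The lower of the 2 H820 libraries had 11.2% against 10.6% to 11.8%. The low total mitochondrial share of these libraries is thus mostly what failed estimates of whole genes would give. A slightly lower level of mitochondrial RNA in the H1975 library, the lowest of its line, is not excluded. Whether the zeros of TRNV in the 3 H820 MinE07 libraries are of this kind was not tested. No biological explanation was tested. Leaving out every gene listed at 0 in a library gave 4977, 2900, 4 and 0 called genes between MinE07 and C36 in H3255, H1975, H820 and A549.

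A hypothesis was that lower EGFR signalling would show outside the MAPK output genes. A list of 14 FOXO target genes, which rise when AKT activity falls, and a list of 14 glycolysis genes were written for this test. ERBB3, a FOXO list member, had already been seen. Between MinE07 and C36 the FOXO list rose in H1975 by a median of 0.15 (adjusted p 4.25e-05, 13 of 13 members higher), and by 0.15 without ERBB3. In H3255 it was 0.0055 (adjusted p 0.876) with 7 of 12 higher, which leaves it open. The glycolysis list fell in H3255 by -0.41 (adjusted p 2.20e-09, 14 of 14 lower) and in H1975 by -0.11 (adjusted p 0.000167, 14 of 14 lower). In H820 and A549 neither list was called between the aptamers. The 3 calls held under fry (adjusted p 5.29e-05 to 0.0051) but not with an estimated correlation (0.186 to 0.385). Against vehicle the glycolysis list was also lower in H820 (-0.04, adjusted p 0.00771) and A549 (-0.08, adjusted p 2.90e-06). Both of these calls held under fry (adjusted p 0.0277 in H820 and 0.0168 in A549) but not with an estimated correlation (0.175 for both). The fall of glycolysis transcripts in both L858R lines suggests lower growth signalling, and a difference in cell number or glucose at 24 h could give the same and was not measured.

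In H820 and A549 the changes of both aptamers against vehicle were alike, with rho 0.63 and 0.66. After correction for GC content and length rho was 0.67 in H820 and 0.71 in A549, so it did not fall, which argues against those trends as the whole cause. The deviations of single libraries stay open. Of 1000 draws without effect that kept each library's own deviations, 271 in H820 and 350 in A549 gave as high a rho, so the likeness cannot be told apart from deviations of few libraries, vehicle included. In A549 the calls for MinE07 against vehicle depended on each library of the 2 groups, with 368 genes without vehicle replicate 1 and 0 to 7 without any other. An effect of both aptamers common to these lines would make their changes alike across lines, which share no vehicle libraries. The mean change of the aptamers against vehicle correlated across genes between H820 and A549 at rho 0.16 (0.147 after removing GC and length trends), under the 0.2 set in advance as a sign of it. For A549 it was 0.23 with H3255 (0.19 after removing the trends) and 0.24 with H1975 (0.24 after), for H3255 and H1975 0.42, and for H820 0.10 with H3255 and 0.088 with H1975. For C36 alone it was 0.27 for H3255 and H1975, 0.29 and 0.25 for these lines with A549, 0.19 and 0.16 with H820, and 0.16 for H820 and A549. An effect common to some lines may exist, and vehicle handled alike in all lines could give the same, so this stays open.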
